# Changes in Expressions of Spermatogenic Marker Genes and Spermatogenic Cell Population Caused by Stress

**DOI:** 10.3389/fendo.2021.584125

**Published:** 2021-10-11

**Authors:** Pengxiang Tian, Zhiming Zhao, Yanli Fan, Na Cui, Baojun Shi, Guimin Hao

**Keywords:** stress, testis, spermatogenesis, gene, RNA sequencing

## Abstract

Many young adults are in a state of stress due to social and psychological pressures, which may result in male reproductive dysfunction. To provide new insight into this phenomenon, we investigated the effect of stress on the regulation of key genes and biological events in specific stages of spermatogenesis. After establishing rat stress models of different time durations, we observed pathological changes in testis through haematoxylin and eosin staining, and analysed gene expression in testis by RNA-seq, bioinformatic analysis, and reverse transcription qPCR (RT-qPCR). Immunohistochemistry (IHC) with the TissueFAXS quantitative imaging system was used to verify changes of different population of spermatogenic cells marked by differentially expressed marker genes. Our results showed that prolonged stress can lead to pathological changes in the testes, such as thinning of the spermatogenic epithelium, a decreased number of spermatogenic epithelial cells, the disordered arrangement of spermatogenic cells, and a decreased number of mature sperms. RNA-seq revealed that key marker spermatogenesis-related genes such as *Stra8*, *Sycp3*, *Piwil1*, and *Tnp1* had significantly decreased expression levels in chronic stress groups, and this was confirmed by RT-qPCR and IHC. Collectively, these findings suggest that chronic stress causes damaging pathological changes in testis and dysregulates the marker genes of specific stages of spermatogenesis and change the population of spermatogenic cells, which may be a critical responsible for male reproductive dysfunction.

## Introduction

Stress is defined as a real or perceived threat from internal or external adverse stressors to the homeostasis of the body (1). Stress responses can include changes in the neuroendocrine system, autonomic nervous system, and behaviour. These changes can enhance the sensitivity and response efficiency of the body to its environment; however, repeated exposure to stress may produce adverse health effects (2). Of late, as acute and chronic stress conditions have become common due to the fast pace of modern life and an increase in the social pressures and competition that people face, reproductive health problems have become a major problem that troubles people of childbearing age (3). In this context, a biological-psychological-social model of medicine has emerged. The World Health Organization has consequently proposed a new definition of reproductive health: that physical, psychological, and social attributes are in a good condition across all reproductive functions and throughout life.

Reasons for the deterioration of reproductive health are complex (4, 5). The rate of infertility among all couples is 15%, and among these infertile cases, the rate of infertility caused by males is 50% (6). With increasing cases of male infertility in recent years, studying the effects of stress on the male reproductive system has become a focus for medical researchers (3).

Spermatogenesis is a continuous developmental process of germ cells from spermatogonia to spermatids and requires proper function of key genes delicately regulated by some related hormones (3, 7, 8). In the last decade, considerable efforts have been devoted to understanding the molecular feature of the germ cell developmental trajectories (9–11), and some mechanisms such as oxidative stress have been proposed to participate in male infertility (12–14). Although those studies have provided valuable insights, we still know very little about the effect of chronic stress on specific stages of spermatogenesis and on the regulation of key genes and biological events.

Therefore, for the present study, we established rat models of psychosomatic stress and examined the marker genes’ expression levels in spermatogenic cells. Using RNA-seq, RT-qPCR, immunohistochemistry (IHC), and the TissueFAXS quantitative imaging system, our study revealed the hypothesis that chronic stress has an adverse effect on the testicular transcriptome and changes the component of spermatogenic cells, which ultimately leads to male reproductive dysfunction.

## Materials and Methods

### Animals

This study used healthy male Sprague Dawley (SD) rats (Beijing Vital River Laboratory Animal Technology Co. Ltd.), weighing 200 ± 20 g each (8 weeks). The rats (four rats per cage) were placed in an environment with a constant temperature of 22°C, a relative humidity of 50–60% (v/v), and a light/dark cycle of 12/12 h. Experimental rats were fed for 1 week before the experiments. All experiments were approved by the Examination Committee of the Animal Experimental Institution of Hebei Medical University. The experiment was divided into following groups: 3 days, 14 days, and 21 days restraint stress plus ice-water swimming groups (RS + IS) as well as control groups at each time points (eight animals in each group).

### Establishment of the RS + IS Rat Models

RS + IS rat models were established according to published methods (3). On each day, rats in the experimental groups were fixed in the supine position for 6 h (08:00–14:00). The restrained rats were then placed in an ice-water tank for swimming for 5 min. The duration of treatment was 3 days, 14 days, or 21 days. Over these same time periods, rats in the control groups could move freely in their cages but were also fasted and water-deprived. All rats were given food and water *ad libitum* during rest periods.

### Treatment of Rat Testicular Tissues

Sixty minutes after RS + IS, rats were anesthetized and their testes were removed and fixed with 10% formalin. Fixed tissues were then sectioned and stained, following dehydration, clearing, and paraffin embedding. The haematoxylin and eosin (HE) and immunohistochemical staining results were observed by optical microscopy (Olympus IX73; Olympus, Tokyo, Japan). Tissue samples for RNA-seq and RT-qPCR were taken quickly, frozen in liquid nitrogen, and then preserved at −80°C.

### RNA Extraction and cDNA Synthesis

Total RNA was isolated from tissue samples using Trizol reagent (Invitrogen Corp., Carlsbad, CA, USA) according to the manufacturer’s instructions. RNA concentration and purity were determined using a NANODROP 2000C spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). For cDNA synthesis, 100–200 ng of total RNA was reverse-transcribed using a quantitative reverse transcription kit (Qiagen, Hilden, Germany).

### Construction of RNA-Seq Libraries

Three testicular samples were taken from each group to construct 12 cDNA libraries. For each sample, 3 μg RNA was used as the starting material. Ribosomal RNA was removed using the Epicentre Ribo-Zero™ Gold kit (Rat) (Epicentre, an Illumina company, Madison, WI, USA). These libraries were constructed based on the recommendations of the NEBNext^®^Ultra™ Directed RNA Library Preparation Kit. RNA fragments and short-stranded RNA were carried using NEBNext First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using a random hexamer primer and M-MuLV reverse transcriptase. Subsequently, second-strand cDNA was synthesized using DNA polymerase I and RNase h, the purified second-strand cDNA ends were repaired, and then poly (A) and A adapters were added. A fragment of approximately 300 base pairs (bp) was selected using the UNG enzyme. Clustering was performed in the cBot cluster generation system using the TruSeq PE cluster Kit v4-Cbot-hs (Illumina). After clustering, the libraries were sequenced by the Illumina HiSeq-4000 platform, to obtain 150 bp double-ended sequences.

### RNA-Seq Expression Analysis

The raw reads generated by RNA-seq were processed by removing the Illumina adapters with Trimmomatic, and then low-quality regions at the 5’ and 3’ ends were deleted. The reads (stored in fastq format) were then aligned to the rat (RGSC/rn6) reference genome Rnor_6.0, downloaded from Ensembl (ftp://ftp.bl.org/pub/relee-a-/rattus_norvegicus/), using HISAT2 (15). Sorted bam files were quantified for gene expression using the HTseq-count tool (16), and a counts file was generated. The statistical significance of differences in expression levels between normal and stress samples was calculated using the DEseq2 R package (17) with default parameters. Marker genes of different stages of spermatogenesis were downloaded from GEO (accession: GSE112393 and GSE107664) (18, 19) (http://www.ncbi.nlm.nih.gov/geo/), and screening and clustering analyses were performed. We also performed GO analysis using clusterProfiler (20) tools.

### RT-qPCR

RT-qPCR was performed using the LightCycler 96 real-time PCR system (Roche Molecular Biochemicals, Basel, Switzerland). Each 20 μl reaction contained 1 μl (0.5 μM) of forward primer, 1 μl (0.5 μM) of reverse primer, 6.5 μl of double-distilled H_2_O, 1.5 μl of cDNA, and 10 μl of 2×HI SYBR green qPCR mix (HaiGene). Three biological replicates were tested for each gene, and reactions were run in triplicate. Gene expression levels were quantified using the 2^−ΔΔCT^ method. β-actin was used as an internal reference.

Primer sequences:

rat-Sycp3-For 5′-GTTCATAAAGAGTTTGGAGGAT-3′
rat-Sycp3-Rev 5′-CATTGGAATAGCTGCTACTTAC-3′
rat-Piwil1-For 5′-ATGCCTCTGAAGCTGGCAAT-3′
rat-Piwil1-Rev 5′-TGATGCTGGCAACGAATCCT-3′
rat-Tnp1-For 5′-AGAGGAGGAAGCAAGAGAA-3′
rat-Tnp1-Rev 5′-TTCGTCACAACTGGCATT-3′
rat-Stra8-For 5′-GAGGAGGAAGAGGAGGAAG-3′
rat-Stra8-Rev 5′-GCGGAGATGATGCTGTTC-3′

### Immunohistochemical Staining

After deparaffinisation and microwave antigen extraction, sections were incubated in 3% H_2_O_2_ chilled methanol for 30 min. Tissues were then blocked with 5% (w/v) bovine serum albumin for 1 h at room temperature to avoid non-specific staining, and incubated with rabbit Stra8-specific monoclonal antibody (1:200, Abcam, ab49602), rabbit Sycp3-specific monoclonal antibody (1:300, GeneTex, GTX15093), rabbit Piwil1-specific monoclonal antibody (1:100, ABlonal, A2150), or rabbit-specific monoclonal antibody Tnp1 (1:100, Abcam, ab73135) at 4°C overnight. The sections were then incubated with a biotinylated secondary antibody (ZSGB-Bio), before being treated for 30 min with horseradish peroxidase-binding biotin. Finally, 3, 3’-diaminobenzidine (DAB) was used as a colour-developing agent to visualise antibody localisation. Nuclei were counterstained with haematoxylin.

### Counting of Labelled Cells

Whole testicular sections were scanned using the TissueFAXS quantitative imaging system coupled to a Zeiss^®^ AxioImagerZ2 Microscope (Jena, Germany), and the number of positive cells was counted by HistoQuest^®^ (TissueGnostics, Vienna, Austria). This quantification technique can accurately count the number of positive cells, the positive cell ratios, and the total number of cells in a whole section. This system has been used for tissue cell counting and quantitative analysis in other studies (21, 22).

### Statistical Analyses

Data were imported into SPSS 21.0 statistical software for statistical analysis. Data are expressed as a mean ± SD. The significance testing of RT-qPCR results and positive cell counts in IHC assays were performed by ANOVA. Fisher LSD was used for pairwise comparisons; a result of *P* < 0.05 was considered significant.

## Results

### HE Staining of Rat Testicular Tissues

The testes of rats were insignificant difference between control groups with the passage of time (not shown); testes developed normally and displayed clear structure; the seminiferous tubules and spermatogenic epithelial cells were arranged neatly, and the spermatogenic cells were well-developed (**Figure 1**). In the 3-day stress group, the testicular morphology was similar to that in the control group; however, in the 14-day stress group, the seminiferous tubules were irregular in morphology, the spermatogenic epithelium was thinned, the spermatogenic cell density was sparser, the lumen was enlarged, there were fewer sperm cells, and some of the spermatogenic epithelial cells were separated from the basement membrane. The testicular phenotype of the 21-day stress group was even more aberrant—the spermatogenic epithelium of the testis was thinner, the spermatogenic cell density was sparser, the lumen was further enlarged, the number of sperm cells further decreased, and there was separation of spermatogenic epithelial cells from the basement membrane.

**Figure 1:**
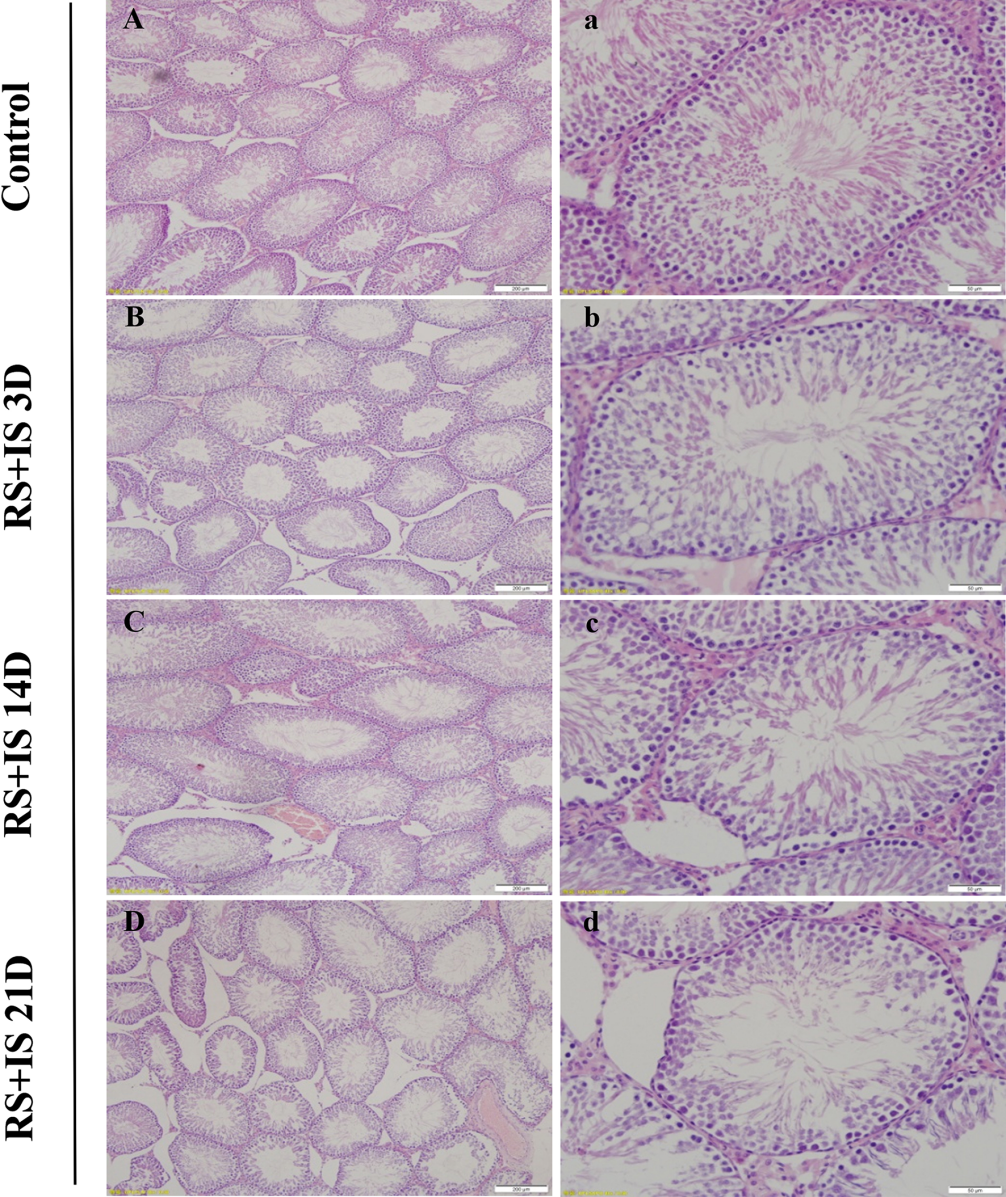
HE staining of the testis. The seminiferous tubules were regular in shape and orderly in arrangement in the control group **(A, a)** and RS+IS group at 3 days **(B, b)**. The tubule basement membrane was separated from spermatogenic cells after 14 days RS+IS exposure **(C, c)**. After 21 days of RS+IS exposure, pathologic changes of the seminiferous tubules were more obvious **(D, d)**; Bars = 200 μm in **(A–D)**; Bars = 100 μm in **(a–d)**.

### Expression of Spermatogenic Cell Marker Genes at Different Stages of Spermatogenesis

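RNA sequencing was performed on 12 testis samples, 3 each from control rats and from rats exposed to RS+IS for 3, 14 or 21 days. On each stress day, rats were restrained for 6 h and then swam in ice water for 5 min. Ribosomal RNA was removed before directional libraries were made. According to the paper's methods, the authors trimmed reads with Trimmomatic, aligned them to Rnor_6.0 with HISAT2 and counted them with HTSeq-count. The deposited values are an estimated count, an effective length and TPM (transcript abundance relative to effective length and library size) for each of 31715 Ensembl transcripts in each library, without pooling of replicates. The total of estimated counts ranged from 26639373 to 27437964 in the control group (median 26996846) and from 25720442 to 29404590 in the 3-day stress group (median 27857341). It ranged from 23908048 to 28416794 in the 14-day stress group (median 24892728) and from 24541844 to 28210440 in the 21-day stress group (median 25035480). Estimated counts were rounded to whole numbers, and the transcripts of each marker were summed, giving 31512 features. Library sizes were normalized with TMM, features with low counts were left out with filterByExpr, and groups were compared with the quasi-likelihood test of edgeR on the libraries of the groups compared. The p-values were adjusted with the Benjamini-Hochberg method. Summing transcripts, the filter, the scaling of the libraries and the choice of test can each change the number of genes called. For Stra8 in all 14-day and 21-day libraries and for Piwil1 in all 14-day libraries, the deposited count, effective length and TPM do not follow from one another as they do for the other transcripts.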

To investigate the effects of stress on the spermatogenic transcriptome, we used the published single-cell sequencing dataset GSE112393 (18) and GSE107644 (19) to filter our data from different stress durations, and classify them according to sperm developmental stage. These stages were spermatogonia (SPG) marker, spermatocyte (SPC) marker, and spermatid (S) marker (including round and long spermatid). After comparison with single-cell sequencing data and homologous gene dataset (NCBI homologene), 586 unique homologous markers were identified (**Figure 2A**; **Supplementary Table 1**). 

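The deposited values carry transcript identifiers, so the markers were found by comparing each marker's counts and TPM in the 12 libraries with the values of the transcripts. Supplementary Table 1 gives expression values for 12 SPG markers, 181 SPC markers and 385 spermatid markers, and each of them matched the deposited values. Of these, 424 matched a single transcript, 150 matched the sum of a run of neighbouring transcripts and 3 matched the sum of 2 separate runs. Piwil1 matched by its counts only. Together the markers covered 781 transcripts. They held between 13.8% of the estimated counts (control 1) and 16.3% (21-day 2).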

Violin plots and hierarchical clustering analysis shows the expression condition of all these markers in different duration of RS+IS period (average expression level of samples with log_2_TPM). 

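Over the 12 SPG markers, the median log2 fold change against control was -0.080 in the 3-day stress group, -0.26 in the 14-day stress group and -0.33 in the 21-day stress group. The competitive gene set test camera of limma, with the correlation between genes estimated from the libraries, gave two-sided p = 0.678, p = 0.0427 and p = 0.0215, while an exact permutation test of the mean log2 CPM (counts relative to library size) of the SPG markers gave p = 0.7, p = 0.1 and p = 0.1. With 3 libraries against 3, an exact p cannot be below 0.1. The mean log2 CPM of the SPG markers was 4.77 ± 0.179 (SD, n = 3) in the control group, 4.71 ± 0.0705 (SD, n = 3) in the 3-day, 4.52 ± 0.00603 (SD, n = 3) in the 14-day and 4.47 ± 0.0652 (SD, n = 3) in the 21-day stress group. Each 14-day and 21-day library was lower than each control library, which gave an exact p = 0.0238 for the 6 chronic stress libraries against the 3 control libraries, the smallest p possible. One of the SPG markers is Stra8, whose count and TPM do not follow from one another in the 14-day and 21-day libraries.
For the 181 SPC markers, the median log2 fold change was 0.0062, -0.026 and -0.065 after 3, 14 and 21 days, and the groups could not be told apart (camera p = 0.852, p = 0.705 and p = 0.52; exact p = 0.8, p = 0.9 and p = 0.5). For the 385 spermatid markers it was -0.041, 0.098 and 0.15 (camera p = 0.66, p = 0.387 and p = 0.349; exact p = 0.7, p = 0.2 and p = 0.2). Libraries with the same replicate number in the 21-day and control groups deviated together on average, with a mean correlation of 0.118. Single pairs ranged from -0.0186 to 0.225. With the replicate number as a block, the median of the SPG markers in the 21-day stress group was -0.33, with camera p = 0.143 beside the exact p = 0.1 without pairing; the SPC and spermatid markers gave camera p = 0.171 and p = 0.117. The alternative that moved the SPG median of the 14-day group most was leaving out control library 1, which gave -0.13. Fitting the markers alone, an alternative chosen after the values were seen, moved the SPC medians to -0.084 after 14 days and -0.15 after 21 days and took both past the threshold (camera p = 0.0479 and p = 0.00155; no exact test was run with that scaling).

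**Figure D1:**
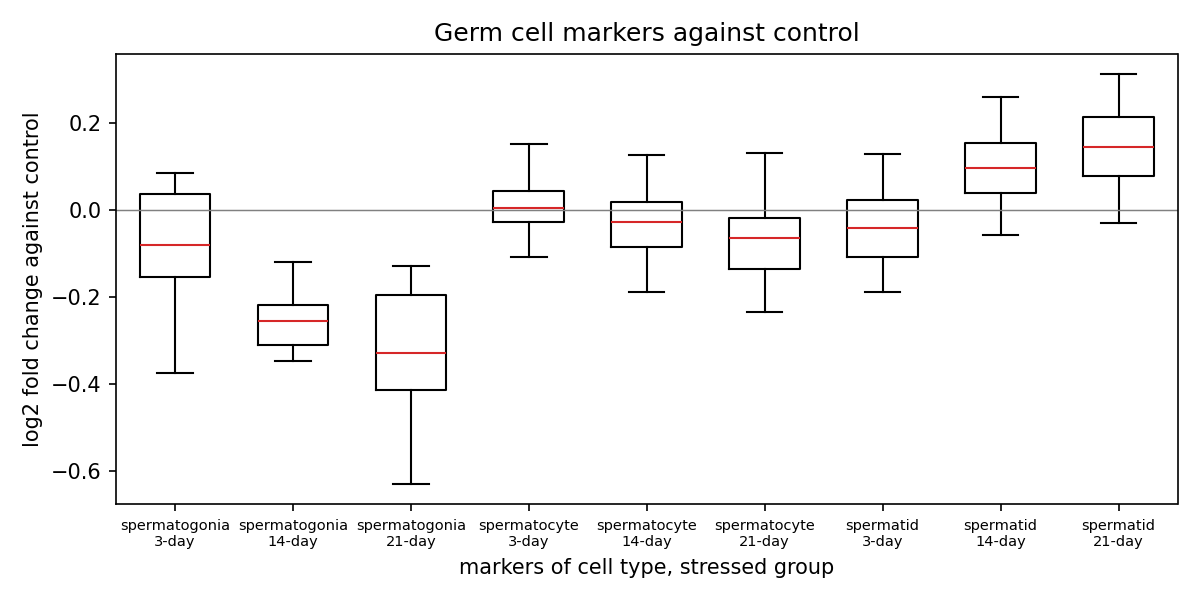
Log2 fold change against control (vertical axis) of the SPG, SPC and spermatid markers after 3, 14 and 21 days of RS+IS (horizontal axis). Boxes span the quartiles of the markers, red lines are the medians and whiskers reach from the percentile 5 to the percentile 95. The SPG medians fall from -0.080 to -0.33 and the spermatid medians rise from -0.041 to 0.15.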

The result shows SPG marker and SPC marker were significantly downregulated in duration of RS+IS period (**Figures 2B, C**). 

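Between the mean profiles of the 4 groups, with each marker scaled to mean 0 and SD 1, the Euclidean distance was 25.6 from control to the 3-day and 23.5 from the 14-day to the 21-day stress group. It was 32.0 from control to the 14-day group, 39.1 from control to the 21-day group, 34.9 from the 3-day to the 14-day group and 44.3 from the 3-day to the 21-day group. The mean distance within the pairs control with 3-day and 14-day with 21-day was 0.653 of the mean of the other distances, while the other 2 ways of pairing the groups gave 1.24 and 1.18. When each group was represented by 1 of its libraries, 75 of the 81 possible choices gave a ratio under 1 (range 0.64 to 1.04). By Pearson correlation of the markers, the nearest library belonged to the same pair of groups for 12 of the 12 libraries, but to the same group for 6 of them. Using all features past the filter in place of the markers moved the ratio most among these settings towards 1, to 0.809, and left 2 libraries nearest to their own group and 11 of the 12 nearest to their own pair of groups.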

Clustering analysis also shows the expression pattern of 3-day stress group was similar to control group; 14-day stress group was similar to 21-day group (**Figure 2C**), indicating these spermatogenic cells were in a different physiological and growing inch. DEseq2 was used to analyse differentially expressed genes (DEGs). 

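At an unadjusted p under 0.05, 5 markers were higher and 13 were lower than control in the 3-day stress group. In the 14-day stress group 41 were higher and 11 were lower, and in the 21-day stress group 54 were higher and 22 were lower. After Benjamini-Hochberg adjustment of the edgeR p-values, none of the markers passed 0.05 in any of these comparisons, whether adjusted over all features tested or over the markers alone. Among all features tested, 0 of 21076 passed an adjusted p of 0.05 after 3 days, 0 of 21058 after 14 days and 4 of 21106 after 21 days, and 851, 2538 and 2991 had an unadjusted p under 0.05. With the replicate number as a block, for which the pairing check was 0.118 in the 21-day comparison, 168 markers were higher and 38 lower after 21 days, and 0 of all features passed the adjusted threshold, with 3612 at an unadjusted p under 0.05. With DESeq2 in place of edgeR, 39, 360 and 739 of all features passed an adjusted p of 0.05. On simulated counts, DESeq2 called 67 of 20906 unchanged features at that threshold and edgeR called 10. Of 66 features changed by a log2 fold of 0.5, DESeq2 found 19 and edgeR found 1. When the 6 libraries of the 14-day and 21-day groups were compared with the 3 control libraries, 375 of 21663 features passed an adjusted p of 0.05, 307 higher and 68 lower. A block for the replicate number left 21 features past it, 18 higher and 3 lower, with 1 marker among them. DESeq2 gave 1665 features, of which 43 were markers. With edgeR and no block, 82 markers were higher and 29 lower in this comparison at an unadjusted p under 0.05. In that edgeR fit, 6 markers passed the adjusted threshold over all features and 2 over the markers alone.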

Ultimately, we found 55 dysregulated genes (14 upregulated and 40 downregulated) in 3-day stress group; 83 dysregulated genes (38 upregulated and 45down regulated) in 14-day stress group; 187 dysregulated genes (86 upregulated and 101 downregulated) in 21-day stress group. In general, we found more downregulated markers than upregulated ones (**Supplementary Table 2**). Furthermore, we found no upregulated SPG and SPC markers in 14-day and 21-day stress group (**Figures 2D**). 

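Of the markers with an unadjusted p under 0.05, 27.8% were higher than control in the 3-day, 78.8% in the 14-day and 71.1% in the 21-day stress group. These shares depended on the features, the scaling and the libraries used. After 3 days no more markers passed than chance gives, so the 27.8% shows no direction. After 21 days, lower markers outnumbered higher ones without control library 1 (22 higher, 35 lower) and without 21-day library 2 (23 higher, 28 lower). After 3 days the order reversed without control library 2 (16 higher, 7 lower). The other fits that left out 1 library kept the order seen with all libraries. With scaling to the total count alone, 59.4% were higher in the 3-day stress group, where 19 markers were higher. With TMM factors taken from features outside the marker list, 85.3% were higher in the 21-day stress group. When DESeq2 was run on the counts of the markers alone, so that the size factors also came from the markers, 25.9% were higher after 3 days, 45.8% after 14 days and 46.0% after 21 days. That fit was chosen after the values were seen, and edgeR on the markers alone gave 29.8%, 48.1% and 42.3%. With the replicate number as a block, more markers were also higher than lower in the 21-day stress group.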

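At the same threshold, no SPG marker was higher than control after 14 or 21 days, and 4 and 5 of the 12 were lower. No SPC marker was higher, and 5 and 16 of the 181 were lower. Among the 385 spermatid markers, 41 were higher and 2 lower after 14 days, and 54 were higher and 1 lower after 21 days. In the 3-day stress group, 1 SPC marker was higher and 1 lower, 4 spermatid markers were higher and 12 lower, and no SPG marker passed. Below the threshold, 58 of the SPC markers had a positive log2 fold change after 14 days and 41 after 21 days. With the replicate number as a block, 1 SPC marker was higher after 21 days, together with 30 lower SPC markers, 7 lower SPG markers and 167 higher spermatid markers. Under other settings, 1 SPC marker was higher after 14 days with DESeq2 on all features, scaling to the total count, all 12 libraries in one fit or without 14-day library 3, and 5 were higher without control library 2. After 21 days 1 was higher with scaling to the total count, TMM factors from features outside the marker list, all 12 libraries in one fit or without 21-day library 1, and 2 were higher without control library 2. Between 14 and 21 days, 27 of the higher and 8 of the lower markers were shared. The SPG markers past the threshold after both durations were Ccne2, Tex19.1, Hspa5 and Stra8. Ccne2 had a log2 fold change of -0.27 (standard error 0.0702, adjusted p = 0.267) after 14 days and -0.37 (standard error 0.0708, adjusted p = 0.154) after 21 days. Tex19.1 changed by -0.34 (adjusted p = 0.299) and -0.39 (adjusted p = 0.209), and Hspa5 by -0.22 (adjusted p = 0.41) and -0.26 (adjusted p = 0.276). Slc25a31 passed after 21 days alone, with -0.19 (adjusted p = 0.297).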

GO analyses were also performed on significant DEGs (**Figure 3**; **Supplementary Table 3**). 

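Supplementary Table 3 lists 31 markers under its GO terms for the 14-day and 34 for the 21-day stress group, and 30 and 33 of them matched the features fitted here. All 30 and all 33 were lower than control, which follows in part from the paper's choice of downregulated markers from the same libraries. The median log2 fold change was -0.13 after 14 days (range -0.45 to -0.031) and -0.11 after 21 days (range -0.63 to -0.036). At an unadjusted p under 0.05 with edgeR, 8 and 11 of them passed, and 0 passed the adjusted threshold at either duration. For the term meiotic cell cycle, 4 of 9 markers passed the unadjusted threshold after 14 days and 8 of 12 after 21 days, with median log2 fold changes of -0.13 and -0.21. For germ cell development, 2 of 9 and 4 of 9 passed, with medians of -0.13 and -0.12. From its own GO terms and its other transcriptome results, the paper reasons that stress of longer duration disturbs spermatogenic cells at the level of the transcriptome.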

All the results indicated chronic stress causes spermatogenic cell dysfunction in transcriptome levels and may lead to spermatogenic dysfunction.

**Figure 2:**
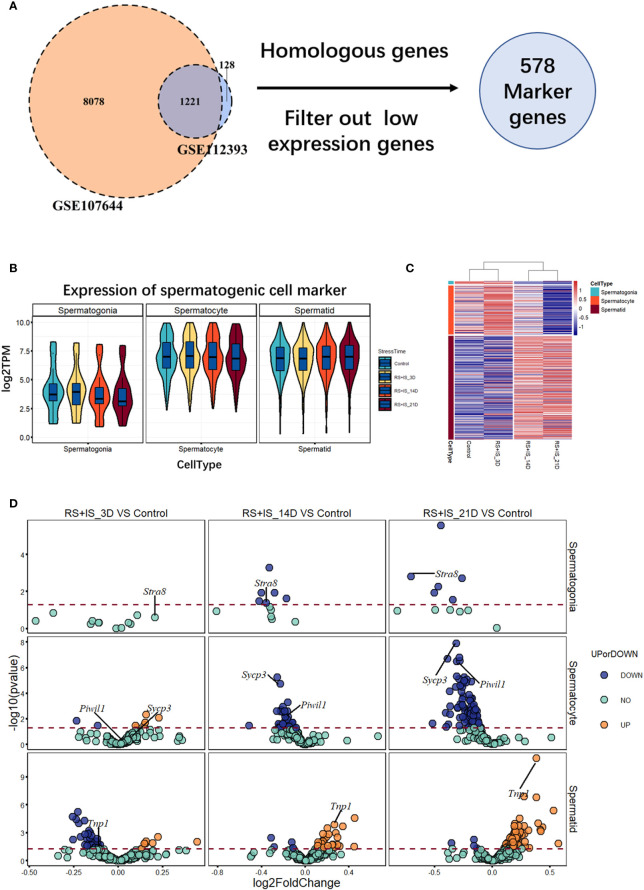
Expression profile of RNA-Seq data between normal and stress group. **(A)** 586 unique homologous markers were found. **(B)** Violin plots show average expression (from three biological replication) value of markers in different durations of RS+IS period. Each Violin plot represents the median, the first quartiles, the third quartiles of gene expression value, and kernel probability density of the data at different values. **(C)** Cluster heat map (from three biological replication) of average germ cell marker expression in different durations of RS+IS period. **(D)** A volcano plot of different expression markers. The horizontal dot line means a p‐value of 0.05. The genes in blue (*P* < 0.05, log2FoldChange < 0) or orange *P* < 0.05, log2FoldChange > 0) are significant different expression markers. No upregulated SPG and SPC markers were found at 14-day and 21-day stress group. Tagged genes were used for further verification.

**Figure 3:**
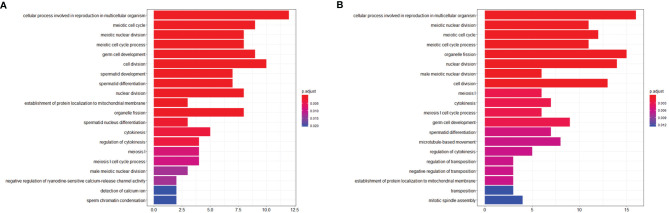
Visualization of Biological process of Gene ontology (GO). **(A)** GO term enrichment of downregulated markers between control group and RS+IS 14-day group. **(B)** GO term enrichment of downregulated markers between control group and RS+IS 21-day group. GO analysis showed significant enrichment terms of downregulated markers, indicating stress affected the normal function of male germ cells.

### RT-qPCR of Marker Genes

To confirm the expression changes identified by RNA-seq, we selected the spermatogonia marker gene Stra8, the spermatocyte marker genes Sycp3 and Piwil1, and the sperm cell marker gene Tnp1 to test by RT-qPCR. 

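In the RNA-seq libraries, Stra8 had a CPM (counts relative to library size) of 8.98 ± 0.28 (SD, n = 3) in the control group, 10.2 ± 0.987 (SD, n = 3) after 3 days, 7.32 ± 0.29 (SD, n = 3) after 14 days and 5.83 ± 0.246 (SD, n = 3) after 21 days. Its log2 fold change against control was 0.18 (standard error 0.112), -0.30 (standard error 0.106) and -0.63 (standard error 0.123), with adjusted p = 0.985, adjusted p = 0.368 and adjusted p = 0.154 from edgeR over all features. The groups did not overlap at any duration (exact permutation test, p = 0.1 each, the smallest possible). In the 14-day and 21-day libraries, the Stra8 count and TPM do not follow from one another. With the counts that restore the TPM total of each library the log2 fold change was -0.12 after 14 days and -0.25 after 21 days. These counts rest on the untested assumption that the missing TPM belongs to Piwil1 and Stra8. With counts that follow from the deposited TPM instead, the fall was larger than -0.30 after 14 days and close to -0.63 after 21 days.
Sycp3 had a CPM of 375 ± 19.1 (SD, n = 3) in the control group and 387 ± 25.3 (SD, n = 3), 334 ± 0.501 (SD, n = 3) and 321 ± 21.5 (SD, n = 3) after 3, 14 and 21 days. The log2 fold changes were 0.041 (standard error 0.0701), -0.17 (standard error 0.0571) and -0.23 (standard error 0.0772), with adjusted p = 0.986, adjusted p = 0.344 and adjusted p = 0.269. Every 14-day and 21-day library was lower than every control library (exact p = 0.1 each). Piwil1 had a CPM of 422 ± 34.2 (SD, n = 3) in the control group and 424 ± 36.4 (SD, n = 3), 387 ± 37.3 (SD, n = 3) and 360 ± 28.7 (SD, n = 3) after stress. Its log2 fold change was 0.0062 (standard error 0.0848), -0.13 (standard error 0.0926) and -0.23 (standard error 0.0938), with adjusted p = 0.998, adjusted p = 0.578 and adjusted p = 0.334, and its groups were apart from control after 21 days alone (exact p = 0.1). The Piwil1 count and TPM do not follow from one another in the 14-day libraries, where the restored counts gave -0.054. With the replicate number as a block (pairing check 0.118), the 21-day log2 fold changes of Stra8, Sycp3 and Piwil1 were -0.63, -0.23 and -0.23.

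**Figure D2:**
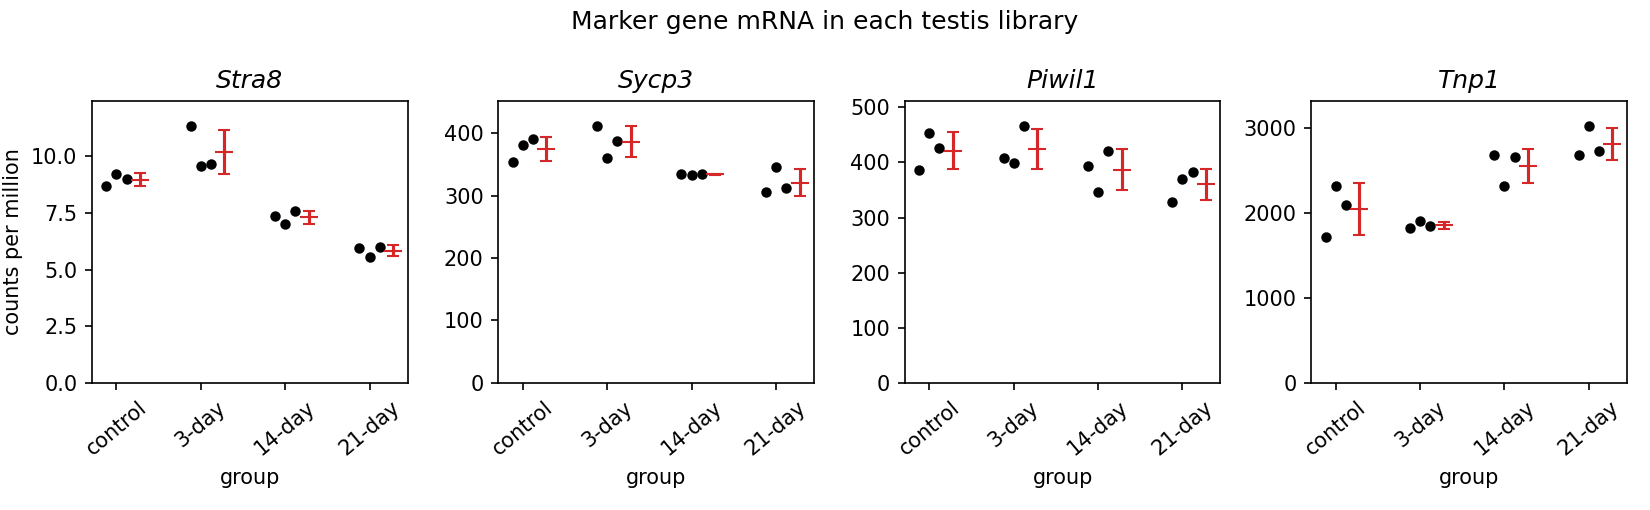
CPM (vertical axes, from 0) of Stra8, Sycp3, Piwil1 and Tnp1 in the control, 3-day, 14-day and 21-day groups (horizontal axes). Black points are single libraries, and red bars are the mean ± SD of each group (n = 3). Stra8 falls from a mean of 8.98 in control to 5.83 after 21 days.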

The data from the RT-qPCR assays were consistent with the RNA-seq results (**Figure 4**).

**Figure 4:**
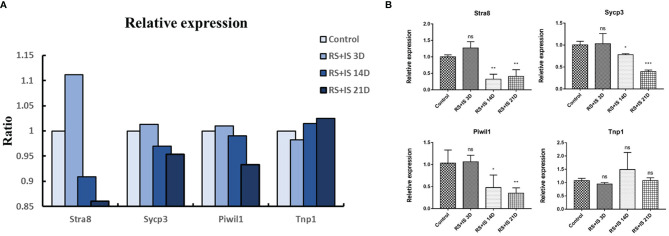
**(A)** Relative expression (TPM) of germ cell marker from RNA-seq. **(B)** Result of RT-qPCR. Data are expressed as the mean ± SD, n = 6. Values with different superscripts indicate significant differences between control and RS+IS groups on one-way ANOVA (^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001). The mRNA expression levels of Stra8, Sycp3, and Piwil1 were significantly downregulated in chronic stressed groups. ns, non-significant.

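In the deposited TPM values, the mean of Stra8 was 13.1 ± 0.117 (SD, n = 3) in the control group, 15.2 ± 1.59 (SD, n = 3) after 3 days, 10.0 ± 0.487 (SD, n = 3) after 14 days and 8.39 ± 0.644 (SD, n = 3) after 21 days. Relative to the control mean, this was 1.17, 0.768 and 0.641. The same ratio was 1.06, 0.893 and 0.833 for Sycp3, whose control mean was 309 TPM. For Piwil1, with a control mean of 121 TPM, it was 1.03, 0.882 and 0.841. For Tnp1, with a control mean of 19121 TPM, it was 0.923, 1.18 and 1.28. The TPM of Stra8 in the 14-day and 21-day libraries and of Piwil1 in the 14-day libraries differ by between -11.2% and 5.41% from the TPM that their counts imply. On the scale of log2(TPM + 1), the ratios of the group means lie nearer to 1. They were 1.05, 0.908 and 0.846 for Stra8, 1.01, 0.98 and 0.968 for Sycp3, 1.01, 0.974 and 0.964 for Piwil1 and 0.992, 1.02 and 1.03 for Tnp1.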

### Immunohistochemistry of Marker Genes

Stra8-positive cells were mainly expressed in spermatogonia near the basement membrane of the seminiferous tubule; Stra8 signal was distributed throughout the nucleus and cytoplasm (**Figures 5Aa’–d’**). Sycp3 was mainly expressed in the nuclei of primary spermatocytes in the seminiferous tubules (**Figures 6Aa’–d’**). Piwil1 was mainly expressed in the primary spermatocytes, in secondary spermatocytes in the seminiferous tubules, and in the cytoplasm of round sperms—with little expression in elongated spermatozoa (**Figures 7Aa’–d’**). Tnp1 was mainly expressed in round sperm and in elongated sperm cells in the seminiferous tubules close to the lumen (**Figures 8Aa’–d’**). Whole testicular tissue sections were scanned and analysed by the TissueFAXS quantitative imaging system; six sections from each group, thus 24 in total. The scatter plots in **Figures 5**–**8** show the total number of cells (a’’–d’’) and the number of positive cells (a’’’–d’’’). Box plot showed that the numbers of Stra8-, Sycp3-, Piwil1-, and Tnp1-positive cells in rat testes in 14-day and 21-day stress groups were significantly reduced compared with the 3-day stress group and control group (**Figures 5**–**8B** upper part). Bar plot showed the Stra8-, Sycp3-, Piwil1-, and Tnp1-positive cell ratio in different durations of stress group; the result shows the changes in the population of cells. The Sycp3-, Piwil1-postive cell ratio was significantly decreased in 14-day and 21-day stress groups (**Figures 5**–**8B** lower part).

**Figure 5:**
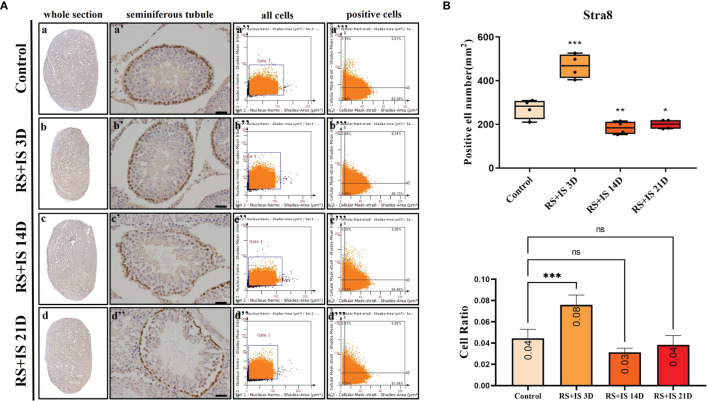
**(A)** IHC expression of Stra8. (a–d) show the section of testis. (a’–d’) show the seminiferous tubule (Bars = 50 μm). (a’’–d’’) positive points represent all cells. (a’’’–d’’’) all the positive points in right upper quadrant represent the positive cells. **(B)** Box plot (upper) shows Stra8-positive cell counting number; each point represents one section. Bar plot (lower) shows Stra8-positive cell ratio (positive cell counting/all cell counting), n = 4. Values with different superscripts indicate significant differences between control and treatment groups on one-way ANOVA (^*^ *P* < 0.05, ^**^ *P <* 0.01, ^***^ *P* < 0.001). ns, non-significant.

**Figure 6:**
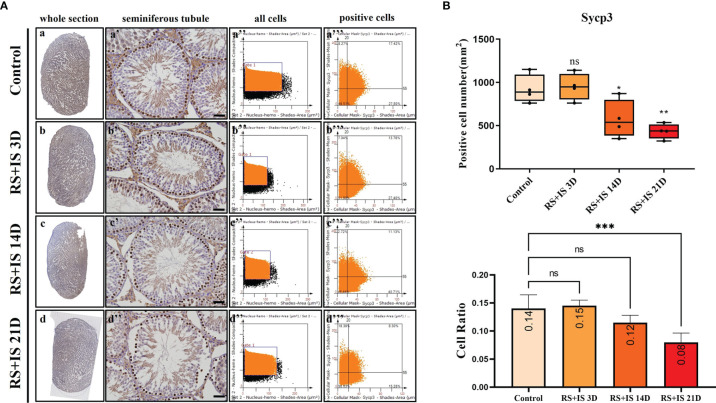
**(A)** IHC expression of Sycp3. (a–d) show the section of testis. (a’–d’) show the seminiferous tubule (Bars = 50 μm). (a’’–d’’) positive points represent all cells. (a’’’–d’’’) all the positive points in the right upper quadrant represent the positive cells. **(B)** Box plot shows Sycp3 (upper)-positive cell counting number; each point represents one section. Bar plot (lower) shows Sycp3-positive cell ratio (positive cell counting/all cell counting), n = 4. Values with different superscripts indicate significant differences between control and treatment groups on one-way ANOVA (^*^ *P* < 0.05, ^**^ *P <* 0.01, ^***^ *P* < 0.001). ns, non-significant.

**Figure 7:**
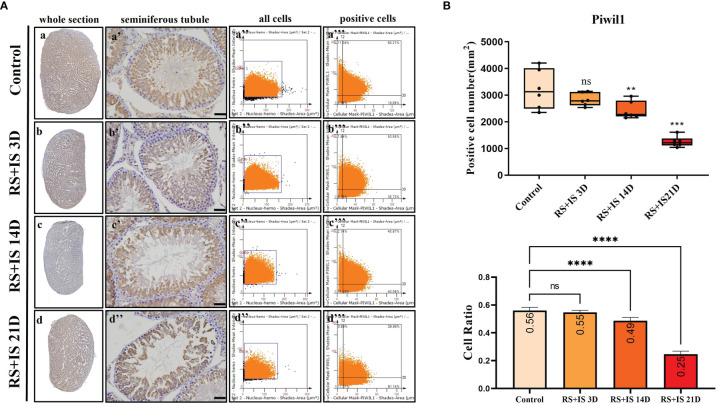
**(A)** IHC expression of Piwil1. (a–d) show the section of testis. (a’–d’) show the seminiferous tubule (Bars = 50 μm). (a’’–d’’) positive points represent all cells. (a’’’–d’’’) all the positive points in the right upper quadrant represent the positive cells. **(B)** Box plot shows Piwil1 (upper)-positive cell counting number; each point represents one section. Bar plot (lower) shows Piwil1-positive cell ratio (positive cell counting/all cell counting), n = 6. Values with different superscripts indicate significant differences between control and treatment groups on one-way ANOVA (^**^ *P <* 0.01, ^***^ *P* < 0.001, ****P < 0.0001). ns, non-significant.

**Figure 8:**
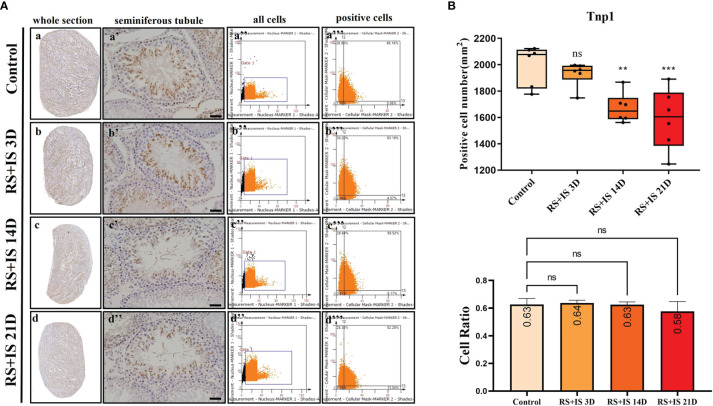
**(A)** IHC expression of Tnp1. (a–d) show the section of testis. (a’–d’) show the seminiferous tubule (Bars = 50 μm). (a’’–d’’) positive points represent all cells. (a’’’–d’’’) all the positive points in right upper quadrant represent the positive cells. **(B)** Box plot shows Tnp1 (upper)-positive cell counting number; each point represents one section. Bar plot (lower) shows Tnp1-positive cell ratio (positive cell counting/all cell counting), n = 6. Values with different superscripts indicate significant differences between control and treatment groups on one-way ANOVA (^*^ *P* < 0.05, ^**^ *P <* 0.01, ^***^ *P* < 0.001). ns, non-significant.

## Discussion

Spermatogenesis is a long-range, complex, and delicately regulated process. Developing sperms are sensitive to a variety of external and/or internal stimuli. Previous studies on the effects of chronic stress on male infertility have mainly concerned the reproductive neuroendocrine axes (3, 8), and the techniques are mainly based on animal models, hormone level detection, morphological observation, and animal behaviour (23–26). Although such studies have basically determined that chronic stress has an adverse effect on spermatogenesis, less is known about the effect of chronic stress on specific stages of spermatogenesis and on the regulation of key genes and biological events. The formation of highly differentiated sperm cells from spermatogenic stem cells is a sophisticated process. We hypothesised that the stress response mechanisms of spermatogenic cell types at different developmental stages may vary. In this report, we thus focused on the effect of stress on testicular transcriptomes and described the changes of marker genes of spermatogenic cells in different durations of stress and tracked the cells with differentially expressed marker genes by IHC.

First, based on the successful establishment of rat stress models of different durations, we observed pathological changes in testis tissues using HE staining. Consistent with previous adverse findings (27), we found that with the prolongation of stress time, the number of spermatogenic epithelial cells in rat testes decreased, and pathological changes such as spermatogenic epithelial cell disorder occurred. Second, to further investigate the effect of chronic stress on testis, we conducted studies at the transcriptional level—by using RNA sequencing on testis with different stress duration. We found that the number of genes with changed expression levels increased significantly with the prolongation of stress time, and a GO analysis indicated that these genes are involved in meiosis and germ cell development. These results suggest that chronic stress affects the transcriptome of the testes, mainly manifested in the change of spermatogenic cell population and the dysfunction of spermatogenic cells.

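The durations of RS+IS were also compared with each other. These groups also differed in age at sampling, since the paper's methods give the same starting age for all rats. The labels give no time point for the control libraries, so age cannot be separated from duration. Among the markers, 178 were higher and 31 lower in the 14-day than in the 3-day stress group at an unadjusted p under 0.05, and 7 passed an adjusted p of 0.05 over the markers (edgeR). Between the 21-day and 3-day groups, 178 were higher and 53 lower, and 104 passed. Which single library was left out changed these adjusted counts. They ranged from 0 to 158 for the 14-day and from 0 to 168 for the 21-day group against the 3-day group. Between the 21-day and 14-day groups, 5 were higher and 6 lower, and 0 passed. Over all features, 0, 1 and 0 passed the adjusted threshold in these comparisons, and 2829, 3510 and 643 had an unadjusted p under 0.05. The 2 groups did not overlap for 20.8%, 24.5% and 8.6% of the features, where 10% is the share that chance gives with 3 libraries against 3. Against control, this share was 9.82% after 3 days, 20.2% after 14 days and 22.3% after 21 days.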

The process of spermatogenesis includes three stages: (1) proliferation and differentiation of spermatogenic stem cells; (2) spermatocyte meiosis; (3) spermiogenesis. Mitosis occurs in the first stage of spermatogenesis, meiosis occurs in the second stage, and spermiogenesis involves a unique morphological transformation. Throughout this complex process, the functions of spermatogonia and spermatocytes rely on specific regulatory genes, which are important to maintain a large number of spermatogenic cells and thereby generate a sufficient amount of sperm (7).

Stra8 is induced by retinoic acid (RA) and is essential for male and female germ cells to enter meiosis. Stra8 mRNA and protein expression is an important and highly specific, highly sensitive marker for the conversion of type A (undifferentiated) spermatogonia to type A1 (differentiated) spermatogonia (28, 29). Sycp3 is the major protein that constitutes the lateral element of synaptonemal complex, which is highly expressed in spermatocytes (30). The correct Sycp3 function is crucial for fertility (31). Piwil1 is specifically expressed in primary spermatocytes, secondary spermatocytes, and round and elongated spermatozoa after the pachytene stage (32). Piwil1 deletion results in the failure of male mouse spermatogenesis (33). Thus, Sycp3 and Piwil 1 are critical for the meiosis of spermatocytes and act as specific markers of spermatocytes. Transition proteins 1 and 2 (Tnp1 and Tnp2) are essential chromosomal proteins that existed before the protamine replacement of histones in the mammalian germline (34, 35). Tnp1 is widely expressed in round and elongated sperm cells and thus can be used as a specific marker for sperm cells. Therefore, for the present study, we used these specific markers to perform verification of the RNA-seq differential expression data through RT-qPCR. The results of these RT-qPCR assays were consistent with the sequencing data.

The testis is one of the most transcriptionally active tissues, exhibiting variable alternative splicing and an uncoupling between transcription and translation (36). To further determine the effects of stress on Stra8-, Sycp3-, Piwil1-, and Tnp1-positive population at different developmental stages, we therefore used the TissueFAXS quantitative imaging system to scan whole testicular tissue sections after immunohistochemical staining. 

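In the testis libraries, Tnp1 had a CPM of 2043 ± 305 (SD, n = 3) in the control group, 1855 ± 41.0 (SD, n = 3) after 3 days, 2553 ± 201 (SD, n = 3) after 14 days and 2810 ± 184 (SD, n = 3) after 21 days of RS+IS. The log2 fold change against control was -0.14 (standard error 0.108), 0.32 (standard error 0.119) and 0.45 (standard error 0.124). Adjusted over all features, edgeR gave adjusted p = 0.985, adjusted p = 0.375 and adjusted p = 0.211, so no duration passed the adjusted threshold. At an unadjusted p under 0.05, the paper's criterion for markers, Tnp1 was higher after 14 days (edgeR p = 0.0322) and 21 days (edgeR p = 0.00807). At 21 days every library was higher than every control library, and at 14 days the lowest library lay level with the highest control library (exact permutation test, p = 0.1 for both). For the 6 chronic stress libraries against the 3 control libraries the log2 fold change was 0.38 (adjusted p = 0.0763), with exact p = 0.0238. With the replicate number as a block (pairing check 0.118), the 21-day log2 fold change was 0.46. Tnp2 moved in the same direction, by 0.39 (adjusted p = 0.371) after 14 days and 0.46 (adjusted p = 0.279) after 21 days. Both genes were positive at 14 and 21 days under every alternative tried for them.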

Although Tnp1 RNA had no significant difference after chronic stress on testicular level, Tnp1-positive cell number was significantly decreased. Our result shows the chronic stress decreased the number of Stra8-, Sycp3-, Piwil1-, Tnp1-positive cells. And the ratio of Sycp3-, Piwil1-positive cells declined under chronic stress.

Single-cell RNA sequencing has been greatly developed within the last 5 years. A cornucopia of single-cell transcriptome studies has begun to uncover the full compendium of gene expression map and dynamically revealed some key features of spermatogenesis (37). Due to the high heterogeneity of spermatogenesis and the lack of public single-cell transcriptome dataset of rat testis, our study is limited; however, for exploring differentially expressed genes, bulk RNA sequencing is still an irreplaceable tool (38). Our dataset will provide a reference for future research.

Above all, our findings suggest that chronic stress causes pathological changes of the testis, dysregulates the marker genes of spermatogenic cells, decreases the number of spermatogenic cells, and changes the proportion of spermatogenic cells, which may be critically responsible for male reproductive dysfunction.

## Data Availability Statement

Data availability RNA-seq data are available at the NCBI’s Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) data repository with the accession ID: GSE144485.

## Ethics Statement

The animal study was reviewed and approved by the Examination Committee of the Animal Experimental Institution of Hebei Medical University.

## Author Contributions

Conceptualization, PT. Data curation, PT, ZZ, YF, and NC. Formal analysis, PT. Methodology, PT and NC. Resources, BS. Software, YF. Supervision, BS and GH. Validation, GH. Visualization, ZZ and YF. Writing—original draft, PT. Writing—review and editing, GH. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by People’s Livelihood Science and Technology Project of Hebei Province (20377714D), Natural Science Foundation of Hebei Province (H2019206707), and Hebei Clinical Medical Research Center Special Project (20577710D).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

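RNA sequencing of rat testis was analysed in 12 libraries from 4 groups of 3 samples: control rats and rats exposed to RS+IS for 3, 14 or 21 days. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The paper describes control rats at each time point, while the labels name a single control group without its time point. A difference in age between that group and the stress groups therefore cannot be excluded. The immunohistochemistry, RT-qPCR and histology of the paper were not analysed here.

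The authors deposited 1 table per library with an estimated count, a length, an effective length and a TPM value for each of 31715 Ensembl transcripts. The paper's methods describe trimming with Trimmomatic, alignment to Rnor_6.0 with HISAT2, counting with HTSeq-count and testing with DESeq2, and give no versions. The deposited estimated counts are per transcript and not all whole, and the layout with effective lengths and TPM is that of the quantifier kallisto, which the paper's text does not name. The deposited TPM values were scaled by the authors to effective length and to the same total in each library. In every library the TPM of each transcript with more than 1 count equals its count over its effective length times a factor of that library, to within 0.00097%, except for Stra8 in the 14-day and 21-day libraries and Piwil1 in the 14-day libraries. This search for deviating values was tested on simulated data, where it found 20 of 20 changed values among 24626 transcripts and 0 others.

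The deposited tables name transcripts and not genes. The 578 markers of Supplementary Table 1 were found by comparing the counts and TPM of that table with the deposited values, alone and summed over neighbouring transcripts, and the transcripts of each marker were then summed. Other transcripts were kept as single features, which gave 31512 features. No coordinates are given, since the annotation at hand is of another assembly than Rnor_6.0. Transcripts outside the markers have no gene name here.

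Estimated counts were rounded to whole numbers. Each comparison was fitted on the libraries of its groups alone with edgeR 4.0.16 (R 4.3.3), using TMM normalization, filterByExpr and the quasi-likelihood test (glmQLFit and glmQLFTest). Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05, over all features tested or over the markers alone. Markers were also counted at an unadjusted p under 0.05, the paper's criterion. The standard error printed beside a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. CPM values (counts relative to library size) use the TMM factors and log2 values a prior count of 2. Marker groups were tested with camera of limma 3.58.1, two-sided, with the correlation between genes estimated from the data, and with a two-sided exact permutation test of the mean log2 CPM per library. With 3 libraries against 3 the smallest exact p is 0.1, and with 6 against 3 it is 0.0238. Tables were handled with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

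The rule that selects the named genes was fixed before the data were examined. It takes the genes the paper names as expression results, Tnp2, the SPG markers past the unadjusted threshold, the genes Supplementary Table 3 lists under its GO terms, and for each comparison with control the features with the highest and lowest log2 fold changes among those with an adjusted p under 0.05 and groups that do not overlap. Gene sets of stress response and somatic cell types had also been listed, but none of the 11 sets had 80% of its members among the named features, so these tests are not reported.

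Each count summary rests on between 23908048 and 29404590 estimated counts per library. Within each group the libraries differed by more than counting noise (chi-square per degree of freedom between 9.23 and 33.4), so no library was treated as a copy of another. A count of 3 was taken as the floor of detection.

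The groups share replicate numbers in the labels. Whether these pair the samples was checked by the correlation, over features, of the deviations of same-numbered libraries from their group means. It was 0.118 between the 21-day and control groups and within 0.1 of 0 in each of the other comparisons of 2 groups, so the fit with the replicate number as a block is given beside the 21-day results.

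The pipeline was tested on simulated counts of 21106 features for 3 libraries against 3, with 200 features changed. At an adjusted p under 0.05, edgeR found 1 of 66 features changed by a log2 fold of 0.5, 36 of 67 changed by 1 and 56 of 67 changed by 2, and called 10 of 20906 unchanged features. DESeq2 found 19, 48 and 62, and called 67 unchanged features.

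The alternatives set before the data were examined were median-of-ratios (RLE) size factors, scaling to the total count alone, TMM factors from features outside the marker list, no filter on low counts, a filter of at least 10 counts in every library, a single fit of all 12 libraries, the replicate number as a block, DESeq2 1.42.0 with default parameters, each library left out in turn, camera with a preset correlation of 0.01, means in place of medians, and log2(TPM + 1) with a pseudocount of 1. For the distances between group means they were no scaling of the markers, Pearson correlation, log2(TPM + 1) and all features past the filter. Fits on the markers alone and fits with the Stra8 and Piwil1 counts that other deposited values imply were added after the values were seen. The other splits of the libraries were all fitted, 10 for each comparison of 2 groups and 84 for the 6 chronic stress libraries against the 3 control libraries.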

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

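All tests in this part were chosen after the results were seen, with the other scalings and left-out libraries taken from the alternatives described in the next part. GC content was not tested, nor were reads shared between paralogs apart from a pair of transcripts under the other observations, since the transcripts outside the marker list carry no names or sequences here, and the labels and the paper give no sequencing batch.

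The 21-day and 3-day stress groups differed directly from each other in 104 markers at an adjusted p under 0.05 over the markers (edgeR's quasi-likelihood test), while none of them passed over all features, where 178 markers were higher and 53 lower at an unadjusted p under 0.05. Of the 104, 90 spermatid markers were higher and 1 lower after 21 days, and 9 SPC and 4 SPG markers were lower. The paper's counts of DEGs compare each duration with control. A difference in depth was tested by thinning every library to 23907966 counts, which gave 114 markers. Leaving out the 100 most abundant features gave 80, but 15 of the 104 were themselves among those features. When only the scaling left them out and every marker was tested, 102 passed. Removing the trend with transcript length gave 87. The lowest count under another scaling was 101. With a single library left out, the count was 0 in 4 of the 6 fits (without any one of the 3-day libraries or 21-day library 3; 124 higher and 29 lower unadjusted without 3-day library 1), and 83 without 21-day library 2 and 168 without 21-day library 1 in the others. Across these 6 fits, 124 to 220 markers were higher at an unadjusted p under 0.05. Fewer libraries lower the power, but these fits are of equal size and lower power does not raise a count above the 104, so the adjusted count depends on which single library is left out. Among the 4 of the 10 splits of these 6 libraries that part as many same-numbered pairs, the real one gave the most, 1 of 4, a share that this design cannot take under 0.05. The fit with the replicate number as a block gave 139. A change of the testis with the duration of RS+IS remains a hypothesis. It cannot be told apart from the effect of single libraries on this count, nor from the difference in age between these groups.

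Between the 14-day and 3-day stress groups, 7 spermatid markers were higher after 14 days at an adjusted p under 0.05 over the markers, and 178 markers were higher and 31 lower at an unadjusted p under 0.05. Thinning for a difference in depth gave 6 markers, removing the trend with transcript length gave 8, and the lowest count under another scaling was 4. Without a few abundant features (the 100 most abundant) the count was 0, with 162 higher and 29 lower markers at an unadjusted p under 0.05, but 5 of the 7 were themselves among those features, so this refit cannot show their influence. With the weight of abundant features in the scaling removed and every marker tested, 7 passed. Without a single library it was as low as 0 (116 higher and 13 lower unadjusted without 3-day library 1) and as high as 158 (without 14-day library 2), with 116 to 204 markers higher at an unadjusted p under 0.05 across the 6 fits of equal size, so this count too depends on which single library is left out. A fit with the replicate block gave 0 (140 higher and 23 lower unadjusted). The real split gave the most calls, 1 of the 4 comparable splits. No biological reading is offered for a result of this size.

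The median log2 fold change of the 12 SPG markers between the 21-day and 3-day groups was -0.26, against -0.080 between the 3-day and control groups (camera two-sided p = 0.0297 for the direct comparison, exact permutation p = 0.1, the smallest possible). It is a test of the difference between these groups, which differ in duration. By the paper's methods rats entered the experiment at the same stated age, so these groups also differed in age at sampling. No age-matched control libraries are labelled, so age cannot be separated from duration here. The median was -0.248 after thinning for depth, -0.257 without the 100 most abundant features, -0.247 with the length trend removed and -0.234 under the scaling nearest to 0. With the Stra8 and Piwil1 counts that restore the TPM totals it was -0.258, but Stra8 lies below the median with either count, so the median cannot show its weight. The mean, which can, moved from -0.26 to -0.22. The real split gave the lowest median, 1 of the 4 comparable splits. With a library left out, the median stayed between -0.28 and -0.20. Over 17 alternatives it was below 0 in each, and past the threshold of camera in 12. The 17 include the mean, which carries the camera p of the main fit. The other tests did not bring it near 0, but with 3 libraries against 3 the splits cannot rule out a difference between animals. A loss of SPG markers between 3 and 21 days of RS+IS is a hypothesis that cannot be told apart from a difference in age.

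Among the transcripts outside the marker list, which the paper does not discuss, 4 differed between the 21-day and control groups at an adjusted p under 0.05. ENSRNOT00000017708.5 rose by 2.51 (standard error 0.123, adjusted p = 0.00205), from 23.0 ± 3.23 CPM (SD, n = 3) to 132 ± 11.6 CPM (SD, n = 3). ENSRNOT00000074804.2 fell from 107 ± 17.3 CPM (SD, n = 3) to no counts in any 21-day library, at least 961-fold lower against a floor of 3 counts (adjusted p = 0.00205). ENSRNOT00000086300.1 changed by -1.24 (standard error 0.0946, adjusted p = 0.0211) and ENSRNOT00000078354.1 by -0.87 (standard error 0.0677, adjusted p = 0.0211). These transcripts meet the rule for named genes. The counts of each lay on the stated side in 3 of 3 of the 21-day libraries against each control library. The number was 4 after thinning for a difference in depth, 4 without the 100 most abundant features, 4 with the weight of abundant features in the scaling removed and 3 with the length trend removed, and its lowest under another scaling was 4. In the fit without a single library, control library 3, it was 0 (2249 features at an unadjusted p under 0.05), which fewer libraries can bring about through lower power. Across the 6 fits that each left out 1 library, the log2 fold changes ranged from 2.40 to 2.62 for ENSRNOT00000017708.5, -1.29 to -1.18 for ENSRNOT00000086300.1 and -0.90 to -0.82 for ENSRNOT00000078354.1. The number of transcripts was also 0 (3612 features unadjusted) with the replicate block. The real split was 1 of the 4 comparable splits with as many. ENSRNOT00000074804.2 and ENSRNOT00000017708.5 are taken up under the other observations.

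When the 14-day and 21-day libraries were compared together with control, 369 transcripts outside the marker list passed an adjusted p of 0.05, 302 higher and 67 lower. The number was 379 after thinning for a difference in depth, 344 without the 100 most abundant features, 345 when only the scaling left those out, 394 with the length trend removed and 260 at its lowest under another scaling. With a single library left out it fell to 4 without control library 3 and to 8 without 14-day library 2, while 3469 to 4792 features had an unadjusted p under 0.05 across the 9 fits. Of all features, 17 passed without control library 1, 547 without control library 2 and 4 without control library 3. These 3 fits are of equal size and 547 is above the 375 of the full comparison, so the count depends on which control library is in it and not on power alone. It also depended on the stress libraries. Of all features, 49, 8 and 272 passed without 14-day library 1, 2 and 3, and 50, 111 and 134 without 21-day library 1, 2 and 3. For all features together, 1 of the 27 splits of the 9 libraries that keep 1 library of each replicate number in the smaller group gave as many as the 375 of the real one. The rest of the 84 splits put same-numbered libraries into the smaller group, and the real split was also the only 1 of the 84 with as many. The replicate block left 21 of all features past the threshold. No other split of the 9 libraries gave more than 3 features, which argues against a random grouping of the animals as the source of the 375. The size of the count still cannot be told apart from the effect of single control or stress libraries. A response of the testis to chronic RS+IS outside the germ cell markers is a hypothesis. The labels give no time point for the control libraries, so a difference in age is not excluded.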

How the results depend on the processing

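The count tests, scalings, filters, designs and left-out libraries were set before the data were examined, apart from the fits on the markers alone and the fits with other Stra8 and Piwil1 counts, which were chosen after the values were seen. Counts are called changed when they moved by more than 1.5 times, and median log2 fold changes when they crossed the threshold of camera or changed sign. Unless a value is given that shows it, the cause was not tested.

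Of 38 counts and marker medians, 37 kept their side with RLE size factors, 37 with TMM factors from features outside the marker list, 34 without a filter on low counts, 32 with at least 10 counts in every library, 27 with the replicate number as a block, 25 with scaling to the total count, 24 with all 12 libraries in one fit and 22 with DESeq2. Of 13 medians, 13 kept their sign as means. The means were given the camera p of the main fit, so they could not change side of the threshold. The median of the SPG markers was below 0 against control under all 17 alternatives not added later, in both the 14-day group (-0.32 to -0.13, camera p from 3.82e-05 to 0.133, 9 of 17 past the threshold) and the 21-day group (-0.36 to -0.22, p from 4.22e-06 to 0.157, 13 of 17). In the chronic stress groups together it lay between -0.33 and -0.15 under 20 alternatives, 18 of them past the threshold. The mean is among these 17 and 20 alternatives and is counted with the p of the main fit. The SPC and spermatid medians after 14 days, after 21 days and in the chronic stress groups passed under 1 such alternative each, camera with the preset correlation.

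With RLE size factors, the markers that differ between the 14-day and 3-day groups after adjustment over the markers fell from 7 to 4. With TMM factors from features outside the marker list, the markers lower after 21 days fell from 22 to 11. Without a filter on low counts, 1 feature in place of 0 (643 at an unadjusted p under 0.05) passed between the 21-day and 14-day groups, 4 markers between the 14-day and 3-day groups, and 248 features in place of 375 and 3 markers in place of 6 over all features in the chronic stress groups. With at least 10 counts in every library, 1 feature passed after 3 days in place of 0 (851 unadjusted), 1 marker after 21 days in place of 0 (76 unadjusted) and 671 features, 12 of them markers, in the chronic stress groups, while 0 in place of 1 (3510 unadjusted) passed between the 21-day and 3-day groups. The SPG median after 14 days stayed at -0.25 but no longer passed.

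With scaling to the total count, the markers higher than control were 19 after 3 days, 69 after 14 days, 117 after 21 days and 137 in the chronic stress groups (5, 41, 54 and 82 with TMM), and 42 were lower after 21 days. Between the 21-day and 3-day groups 10 features passed, and the markers that passed over the marker list were 178 there, 4 between the 14-day and 3-day groups and 22 in place of 2 in the chronic stress groups. The SPG medians were -0.26 after 14 days, -0.34 after 21 days, -0.30 in the chronic stress groups and -0.27 between the 21-day and 3-day groups, none of them past the threshold.

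With all 12 libraries in one fit, the features past the adjusted threshold were 1 after 3 days, 12 after 14 days, 666 after 21 days, 880 in the chronic stress groups, 30 between the 21-day and 3-day groups and 1 between the 21-day and 14-day groups. After 21 days 122 markers were higher and 35 lower, 14 passed over all features and 11 over the markers. In the chronic stress groups 16 markers passed over all features and 8 over the markers. After 14 days 2 markers passed over the markers, and 0 passed between the 14-day and 3-day groups, where 103 were higher and 14 lower at an unadjusted p under 0.05.

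With DESeq2 the features past the adjusted threshold were 39 after 3 days, 360 after 14 days, 739 after 21 days and 1665 in the chronic stress groups, and 416, 806 and 20 between the 14-day and 3-day, the 21-day and 3-day, and the 21-day and 14-day groups. On simulated counts it also called more features than edgeR, changed and unchanged. Over all features, 5 markers passed after 14 days, 15 after 21 days and 43 in the chronic stress groups. Over the markers, 2, 1 and 10 passed after 3, 14 and 21 days, 40 in the chronic stress groups, and 150 and 183 between the 14-day and 3-day and the 21-day and 3-day groups.

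A block for the replicate number gave other counts: 32 markers were lower after 3 days and 7 after 14 days, 168 were higher and 38 lower after 21 days, 0 of all features passed after 21 days (3612 unadjusted), 21 passed in the chronic stress groups, with 1 marker over all features and 1 over the markers, and 0 markers passed between the 14-day and 3-day groups (140 higher and 23 lower unadjusted). The SPG medians were -0.25 after 14 days and -0.33 after 21 days, neither past the threshold. Same-numbered libraries are different animals. The mean correlation of their deviations was 0.118 between the 21-day and control groups, 0.0821 between the 3-day and control, 0.0456 between the 14-day and control, -0.0321 between the 14-day and 3-day, 0.0878 between the 21-day and 3-day and -0.00943 between the 21-day and 14-day groups. The block also takes up degrees of freedom.

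Medians of log2(TPM + 1) for the SPG markers were 0.025 after 3 days, where the sign reversed, and -0.20 after 14 days, -0.33 after 21 days, -0.27 in the chronic stress groups and -0.23 between the 21-day and 3-day groups, none past the threshold. With a preset correlation between genes in camera, the medians stay as they are but the SPC markers passed after 14 days (-0.026), after 21 days (-0.065) and in the chronic stress groups (-0.048), and the spermatid markers after 3 days (-0.041), 14 days (0.098), 21 days (0.15) and in the chronic stress groups (0.13). The estimated correlations are higher than the preset 0.01, at 0.373 and 0.494 for the SPC markers and 0.46 and 0.572 for the spermatid markers after 14 and 21 days, which is where that change comes from.

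With edgeR on the markers alone, 17 markers were higher and 40 lower after 3 days, 40 lower after 14 days, 83 higher and 113 lower after 21 days, and 101 lower in the chronic stress groups. Over the markers, 100 passed after 21 days, 40 in the chronic stress groups, 14 between the 14-day and 3-day groups and 250 between the 21-day and 3-day groups. The SPG medians of -0.32 after 14 days, -0.41 after 21 days, -0.37 in the chronic stress groups and -0.34 between the 21-day and 3-day groups no longer passed. The SPC medians of -0.084, -0.15 and -0.11 after 14 days, after 21 days and in the chronic stress groups passed, as did the spermatid medians of 0.045, 0.064 and 0.059. With DESeq2 on the markers alone, 14 were higher and 40 lower after 3 days, 45 lower after 14 days, 86 higher and 101 lower after 21 days and 100 lower in the chronic stress groups. Over the markers, 5, 8 and 110 passed after 3, 14 and 21 days, 88 in the chronic stress groups, and 88 and 266 between the 14-day and 3-day and the 21-day and 3-day groups. The SPC medians of -0.083, -0.14 and -0.11 and the spermatid medians of 0.047, 0.070 and 0.063 passed in the same order. In such a fit the background of camera and the scaling are the markers themselves, most of which are spermatid markers. With the Stra8 and Piwil1 counts that restore the TPM totals, the SPG median after 14 days was -0.25 and no longer passed.

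The ratio of distances between group means stayed under 1 but moved from 0.653 to 0.544 without scaling of the markers, 0.485 with Pearson correlation and 0.809 with all features past the filter, where 2 libraries in place of 6 were nearest to a library of their own group. It ranged from 0.631 to 0.75 when each library was left out in turn.

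Across the 6 fits that each left out 1 library of 2 groups, the features past the adjusted threshold ranged from 0 to 1 after 3 days, 0 to 2 after 14 days, 0 to 3 after 21 days, 0 to 2 between the 14-day and 3-day and 0 to 5 between the 21-day and 3-day groups, and from 4 to 547 across the 9 fits of the chronic stress groups. Higher and lower markers ranged from 3 to 16 and 6 to 129 after 3 days, 16 to 103 and 4 to 24 after 14 days, 22 to 94 and 6 to 35 after 21 days, and 39 to 179 and 17 to 38 in the chronic stress groups. Markers past the adjusted threshold over the markers ranged from 0 to 158 between the 14-day and 3-day groups and from 0 to 168 between the 21-day and 3-day groups. In the chronic stress groups they ranged from 1 to 50, and those past it over all features from 0 to 17. The SPG median ranged from -0.12 to 0.036 after 3 days, -0.32 to -0.13 after 14 days, -0.36 to -0.22 after 21 days and -0.28 to -0.20 between the 21-day and 3-day groups. The SPC median ranged from -0.030 to 0.044 after 3 days and from -0.073 to 0.013 after 14 days, and the spermatid median from -0.11 to 0.0069 after 3 days. Signs reversed without control library 1 (SPG and SPC, 3 days), without 3-day library 3 (SPC, 3 days, -0.0094) and without control library 2 (spermatid, 3 days; SPC, 14 days).

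For single genes, 290 of 303 log2 fold changes under the alternatives not added later, other than left-out libraries, kept their direction and side of the threshold, and 13 kept their direction only. With a library left out, 219 of 264 were the same, 39 became weaker, 2 became stronger and 4 changed sign, each after 3 days. Sycp3 then ranged from -0.012 to 0.087, Piwil1 from -0.064 to 0.057 and Tnp2 from -0.18 to 0.015. Without control library 1, Piwil1 was at -0.051. Under the added fits, 74 of 86 were the same, 7 became weaker and 5 stronger. No alternative could not be run. Thinning every library to 23907966 counts left 387 in place of 375 features past the adjusted threshold in the chronic stress groups, so at this range the depth set no visible limit on that count.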

Differences from the paper's values

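The paper counts 55 dysregulated markers after 3 days, 14 of them higher and 40 lower. The values here were 18, 5 and 13. Among the alternatives set before the data were examined, the number of higher markers came within the paper's with scaling to the total count (19) and without control library 2 (16), and the lower markers and the total with the replicate number as a block (32 and 37). The others left the gap open.

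After 14 days the paper counts 83 dysregulated markers, 45 of them lower, against 52 and 11 here. The total came within the paper's with scaling to the total count (83), with all 12 libraries in one fit (67) and without control library 2 (118). None of the alternatives set before the data were examined closed the gap for the lower markers.

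After 21 days the paper counts 187 dysregulated markers, 86 higher and 101 lower, against 76, 54 and 22 here. The total came within the paper's with scaling to the total count (159), with all 12 libraries in one fit (157) and with the replicate number as a block (206). The higher markers did so with scaling to the total count (117), TMM factors from features outside the marker list (64), at least 10 counts in every library (68), all 12 libraries in one fit (122), DESeq2 (78), without control library 2 (94) and without 21-day library 1 (83). None of the alternatives set before the data were examined closed the gap for the lower markers.

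By cell type, counted from the paper's Supplementary Table 2, the paper has 6 higher SPC markers after 3 days against 1 here (8 with scaling to the total count, 5 without control library 2), 2 lower SPC markers against 1 (2 with the replicate block, 3 without control library 3), 8 higher spermatid markers against 4 (11 with scaling to the total count, 6 with at least 10 counts in every library, 11 without control library 2) and 38 lower spermatid markers against 12 (30 with the replicate block). After 14 days the paper has 35 lower SPC markers against 5, which no alternative set before the data were examined brought within the paper's, and 4 lower spermatid markers against 2 (3 with RLE size factors, 4 without control library 2). After 21 days the paper has 91 lower SPC markers against 16 and 4 lower spermatid markers against 1, both without an alternative set before the data were examined that closed the gap. Its 86 higher spermatid markers stand against 54, and came within range with scaling to the total count (116), TMM factors from features outside the marker list (63), at least 10 counts in every library (68), all 12 libraries in one fit (121), DESeq2 (78), without control library 2 (92) and without 21-day library 1 (82).

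For Sycp3 after 21 days, the paper's Supplementary Table 2 gives a log2 fold change of -0.313 (its standard error 0.055) against -0.23 here. A value counts as the same here when the gap is within the larger of the paper's standard error and that of the fit. By this rule the gap closed with DESeq2 (-0.24) and without control library 1 (-0.28), control library 2 (-0.24), 21-day library 2 (-0.28) and 21-day library 3 (-0.22). In the last of these the value lies farther from the paper's than with all libraries, and the rule is met through the wider error of the smaller fit. Within the paper's own standard error lay the fits without control library 1 and without 21-day library 2.

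DESeq2 on the markers alone, which was chosen after the values were seen, gave 14 higher and 40 lower markers after 3 days, 38 and 45 after 14 days and 86 and 101 after 21 days, the same as the paper's counts. Its 14 and 40 after 3 days sum to 54, while the paper's total is 55. The same fit gave the paper's counts for each cell type and the paper's Sycp3 value.

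The paper states that more markers were downregulated than upregulated. Here 41 were higher and 11 lower after 14 days and 54 higher and 22 lower after 21 days, and after 3 days 5 were higher and 13 lower. Lower markers also outnumbered higher ones after 21 days without control library 1 (22 higher, 35 lower) and without 21-day library 2 (23 higher, 28 lower), and after 14 and 21 days in the fits on the markers alone, which were chosen after the values were seen. The order after 3 days was the opposite with scaling to the total count (19 higher, 13 lower) and without control library 2 (16 higher, 7 lower). The paper states that SPC markers were significantly downregulated as a group. Here their median log2 fold change was -0.026 after 14 days and -0.065 after 21 days, not past the threshold of camera, which they passed with the preset correlation and in the fits on the markers alone, chosen after the values were seen. The paper's discussion states that Tnp1 RNA did not differ significantly after chronic stress. Here Tnp1 was 0.32 and 0.45 higher on the log2 scale after 14 and 21 days, past an unadjusted p of 0.05 but not the adjusted one, and the paper's own table also gives positive values of 0.267 and 0.381. The paper counts 586 markers in its list, and values for a smaller number of them, 12 SPG, 181 SPC and 385 spermatid markers, were matched here.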

Other observations

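All tests in this part were chosen after the results were seen.

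In each control and 3-day library, every transcript with more than 1 count had a TPM equal to its count divided by its effective length, times 1 factor for the library, to within 0.000973%. The TPM totals of these libraries missed the fixed sum of TPM by -0.06 to 0.087. In the 14-day libraries the same held for all transcripts but Stra8 and Piwil1, and in the 21-day libraries for all but Stra8. The TPM of these genes differed from the value implied by their counts by -11.2% to 5.41%. Their TPM totals fell short by 12.0, 10.0 and 18.0 in the 14-day libraries and by 0.015, 3.05 and 3.97 in the 21-day libraries. Stra8 was the only one of 384 single-transcript markers with whole counts in all 6 control and 3-day libraries that had whole counts in none of the 14-day and 21-day libraries. In the paper's Supplementary Table 1, the TPM of Piwil1 is above the deposited one by 10, 10 and 14 in the 3 libraries of the 14-day group, and adding these amounts closes the whole of the shortfall in 14-day library 2. The counts of Piwil1 that follow from the table's TPM lie 0.02, 1500 and 200.0 above the deposited counts. Rounding of the deposited values does not account for the pattern, since the largest deviation of any other transcript was 0.000973%. A step of the quantification that applied to every transcript would have moved others, and 0 other transcripts deviated. The values of these genes may have changed after the quantification, in which case the count differences of Piwil1 could lie near multiples of 100. Their largest distance from one was 0.0533, but this was noticed in the same values and 3 differences cannot decide it. The cause was not established. No biological explanation was tested, since expression cannot alter the relation between a count and its TPM. Under the untested assumption that the missing TPM of each library belongs to Piwil1 as in the paper's table and the rest to Stra8, the log2 fold change of Stra8 against control is -0.12 after 14 days, -0.25 after 21 days and -0.18 in the chronic stress groups, in place of -0.30, -0.63 and -0.46, and Piwil1 after 14 days is -0.054 in place of -0.13. The SPG median then is -0.25 after 14 days, no longer past the threshold of camera, and -0.27 after 21 days. With counts that follow from the deposited TPM instead, Stra8 is at -0.38 after 14 days and -0.61 after 21 days.

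Transcript ENSRNOT00000074804.2 had 0 counts in 5 libraries, the 3 of the 21-day group and 14-day libraries 1 and 2, and between 2440 and 3483 counts in the others. Transcript ENSRNOT00000017708.5 had between 3095 and 3886 counts in those 5 libraries and between 428 and 1003 in the others. Their summed counts lay between 3040 and 3925 in each library. A candidate explanation is that reads shared between near-identical transcripts were assigned to one or the other, for which the log2 ratio of the mean summed CPM of the pair, 21-day over control, was 0.016 (exact permutation p = 0.9). The pair was chosen after its values were seen. 14-day library 3 resembled the control libraries, so the change does not follow the stress groups strictly. Whether the animals differ in sequence at this locus was not tested, and the pattern cannot be told apart from such a variant.

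The paper's counts of changed markers differ from those of a fit on all features. A fit on the markers alone is a candidate explanation: the largest difference between the log2 fold changes of a DESeq2 fit on the markers alone and the paper's Supplementary Table 2 was 0 over the 3 comparisons with control, while DESeq2 on all features differed by up to 0.0662 after 3 days and 0.123 after 21 days. The median of the paper's log2 fold changes minus the edgeR values here was 0.025 after 3 days, -0.053 after 14 days and -0.077 after 21 days. In a fit on the markers alone the size factors centre the markers, most of which are spermatid markers, so a general rise of spermatid markers would appear as a fall of the others. Which scaling is nearer to the change per cell cannot be decided from these libraries.

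Fig. 4A shows relative expression nearer to 1 than the ratios of mean TPM. Ratios of log2(TPM + 1) are a candidate explanation, since the largest distance of these ratios from the values read in Fig. 4A was 0.0472, while ratios of TPM lay up to 0.284 away.

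Other splits of the libraries were fitted in the same way. In each comparison of 2 groups, 4 of the 10 splits part as many same-numbered pairs as the real one, which cannot give a share under 0.05; the other 6 put same-numbered libraries into the same group. After 3 days, 1 of these 4 splits gave as many lower markers as the real one and 3 gave as many higher markers. As large a median was given by 1 for the SPG, 3 for the SPC and 2 for the spermatid markers. After 14 days, 1 of 4 gave as many lower and 2 as many higher markers, and the medians were matched by 1, 2 and 2. After 21 days it was 1 of 4 for the higher markers, the lower markers, each of the medians and the 4 features past the adjusted threshold. Over all 10 splits after 21 days, 3 gave as many higher markers, 5 as large an SPC median and 2 as large a spermatid median. The lower markers, the SPG median and the 4 features were reached by 1 of 10, the real split. After 3 days the SPG median was reached by 5 of 10. Apart from the real split, which side counts as control is arbitrary, and control library 1 was always put on that side. Swapping the sides would turn the 98 higher and 2 lower markers of 1 split after 14 days around. The separate tallies of higher and lower markers after 3 and 14 days therefore decide nothing. After 21 days no other comparable split reached the real counts in either order. Where the real count was 0 (all features after 3 and 14 days, with 851 and 2538 unadjusted, and markers after adjustment over all features or over the markers after 3, 14 and 21 days, with 18, 52 and 76 unadjusted), all 4 splits gave as many. Between the 21-day and 3-day groups, 3 of 4 gave at least the 1 feature past the adjusted threshold over all features, and for the comparisons with 0 (2829 unadjusted between the 14-day and 3-day and 643 between the 21-day and 14-day groups) all 4 did.

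For the 6 chronic stress libraries against the 3 control libraries, 27 of the 84 splits are comparable to the real one. The real split alone, 1 of 27, gave as many features past the adjusted threshold, as many markers past it over all features and over the markers, and as large a median of the SPG markers. As many higher markers were given by 2 of 27, as many lower markers by 4, as large a median of the SPC markers by 5 and of the spermatid markers by 3, so these results are matched by other splits of the same libraries.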
